# Blockade of the CXCR3/CXCL10 axis ameliorates inflammation caused by immunoproteasome dysfunction

**DOI:** 10.1172/jci.insight.152681

**Published:** 2022-04-08

**Authors:** Yuki Sasaki, Hideki Arimochi, Kunihiro Otsuka, Hiroyuki Kondo, Shin-ichi Tsukumo, Koji Yasutomo

**Keywords:** Genetics, Inflammation, Ubiquitin-proteosome system

## Abstract

Immunoproteasomes regulate the degradation of ubiquitin-coupled proteins and generate peptides that are preferentially presented by MHC class I. Mutations in immunoproteasome subunits lead to immunoproteasome dysfunction, which causes proteasome-associated autoinflammatory syndromes (PRAAS) characterized by nodular erythema and partial lipodystrophy. It remains unclear, however, how immunoproteasome dysfunction leads to inflammatory symptoms. Here, we established mice harboring a mutation in *Psmb8* (Psmb8-KI mice) and addressed this question. Psmb8-KI mice showed higher susceptibility to imiquimod-induced skin inflammation (IMS). Blockade of IL-6 or TNF-α partially suppressed IMS in both control and Psmb8-KI mice, but there was still more residual inflammation in the Psmb8-KI mice than in the control mice. DNA microarray analysis showed that treatment of J774 cells with proteasome inhibitors increased the expression of the *Cxcl9* and *Cxcl10* genes. Deficiency in *Cxcr3*, the gene encoding the receptor of CXCL9 and CXCL10, in control mice did not change IMS susceptibility, while deficiency in Cxcr3 in Psmb8-KI mice ameliorated IMS. Taken together, these findings demonstrate that this mutation in *Psmb8* leads to hyperactivation of the CXCR3 pathway, which is responsible for the increased susceptibility of Psmb8-KI mice to IMS. These data suggest the CXCR3/CXCL10 axis as a new molecular target for treating PRAAS.

## Introduction

Proteasomes degrade ubiquitin-coupled proteins in the cytoplasm and nucleus and are crucial for various types of cellular regulation (1–4). The 26S proteasome is composed of a 19S regulator and 20S proteolytic core complex, and the 19S regulator acts as an ubiquitin receptor with an ATPase ring that regulates protein unfolding. The 20S core complex has 4 rings with 7 subunits. Immunoproteasomes were initially identified as IFN-γ–inducible proteasomes and characterized by preferential cleavage of ubiquitinated proteins to generate potential T cell epitopes that bind to MHC class I (4–6). Three inducible β subunits of the immunoproteasome are low molecular mass polypeptide 2 (LMP2; β1i), multicatalytic endopeptidase complex-like 1 (MECL-1; β2i), and LMP7 (β5i). The corresponding constitutive subunits β1, β2, and β5 are replaced by β1i, β2i, and β5i. These exchanges from constitutive subunits to immunoproteasome subunits change the cleavage specificity; in immunoproteasomes, caspase-like activity is strongly reduced, and chymotrypsin-like activity is enhanced. The preference for MHC class I binding is caused by a selective enhancement of chymotrypsin-like activity and the unique structural character, which enhances the generation of peptides with C-terminal hydrophobic and basic amino acids; thus, these peptides fit well in the groove of MHC class I (7).

Various studies have demonstrated the roles of immunoproteasomes in cellular differentiation and disease progression by using proteasome inhibitors and genetically modified mice (2, 4). Although mice genetically deficient in one of the catalytic subunits of immunoproteasomes, such as β1i, β2i, or β5i, have been used in many studies (8–10), mice deficient in a single gene or even 3 genes in the absence of thymic proteasomes did not show any inflammatory phenotype (11). We and other groups identified *PMSB8* with a missense mutation as the causative gene of Japanese autoinflammatory syndrome with lipodystrophy; Nakajo-Nishimura syndrome; chronic atypical neutrophilic dermatosis with lipodystrophy, elevated temperature syndrome, and joint contractures; muscular atrophy; microcytic anemia; and panniculitis-induced lipodystrophy syndrome, which are characterized by persistent inflammation in adipose tissue, progressive lipodystrophy, splenomegaly, and hypergammaglobulinemia without an immunodeficient phenotype (12–14). A subsequent study showed that mutations in other subunits of immunoproteasomes cause a similar syndrome (15). Collectively, these syndromes are now named proteasome*-*associated autoinflammatory syndromes (PRAAS). A mutation in an immunoproteasome subunit disturbs proteosome assembly, which results in dysfunctional proteasome activity (12). The identification of human patients with immunoproteasome dysfunction provided insight for not only the involvement of immunoproteasomes in human diseases, but also the roles of immunoproteasomes in various cellular regulatory processes.

Initially, activation of the p38 pathway was reported in patients with PRAAS (12, 14). Subsequently, an interferon signature was reported, and treatment of patients with PRAAS with a JAK1/2 inhibitor was shown to at least partially ameliorate their inflammatory symptoms (16). However, it remains unclear how immunoproteasome dysfunction causes inflammation and which molecules are key in the inflammation in patients with PRAAS. In the present study, we sought to identify key molecules that initiate or enhance inflammatory responses induced by immunoproteasome dysfunction. To do this, we established mice in which the *Psmb8* gene contains a mutation found in patients with PRAAS. We found that the CXCR3 pathway is activated in an imiquimod-induced skin inflammation (IMS) model. Blockade of the CXCR3 pathway ameliorated the inflammatory responses caused by immunoproteasome dysfunction, suggesting that the CXCR3 pathway could be a drug target in patients with PRAAS.

## Results

### Establishment of Psmb8-KI mice.

To evaluate the mechanism of the inflammatory phenotypes of patients with PRAAS, mice that harbor the human mutation (Gly197Val) in *Psmb8* were established (Figure 1A). We hereafter refer to this mouse strain as the Psmb8–knock-in (Psmb8-KI) mouse strain. The mutation in the *Psmb8* locus in Psmb8-KI mice was confirmed by PCR (Figure 1B).

The expression of each immunoproteasome subunit in total spleen cells was evaluated by Western blotting (Figure 2A). The expression levels of mature β5i were reduced, accompanied by insufficiently cleaved β5i, in Psmb8-KI mice compared with WT mice (Figure 2A). Insufficiently cleaved β1i and β2i subunits were also detected in Psmb8-KI mice. The β5 expression was much higher in Psmb8-KI mice than in control mice (Figure 2A). Spleen cell lysates generated from control and Psmb8-KI mice were separated by glycerol gradient centrifugation to determine the mode of immunoproteasome assembly because patients with PRAAS show assembly defects in immunoproteasomes (12). Assembly intermediates containing immature β1i, β2i, and β5i were detected in cell lysates from Psmb8-KI mice, indicating that disturbed assembly of immunoproteasomes was present in these mice, similar to patients with PRAAS with a mutation in *PSMB8* (Figure 2B).

The proteasome activity of total spleen cells from control and Psmb8-KI mice was measured (Figure 2C). Trypsin-like activity was lower in Psmb8-KI mice, while chymotrypsin-like activity was increased in Psmb8-KI mice. Caspase-like activity was comparable between control and Psmb8-KI mice. The ubiquitin expression in Psmb8-KI mouse kidney, liver, and adipose tissues was equivalent to that in corresponding control mouse tissues (Figure 2D).

### Unimpaired immune cell development in Psmb8-KI mice.

The development of immune cells in the spleen was evaluated (Figure 3A). The frequencies of TCRβ^+^, TCRβ^–^NK1.1^+^, B220^+^, CD11b^+^Gr-1^+^, CD11c^+^MHC class II^+^, and CD11b^+^F4/80^+^ cells; the CD4/CD8 ratio in TCRβ^+^ cells; and the CD44/CD62L ratio in CD4^+^ or CD8^+^ cells were comparable between control and Psmb8-KI mice. The total cell number of spleen cells was comparable between control and Psmb8-KI mice (Figure 3B). The expression of H-2K^b^ was reduced (Figure 3, A and C) in Psmb8-KI mice, similar to the expression in *Psmb8*-deficient mice (9). The secretion of IFN-γ by CD4^+^ T cells from Psmb8-KI mice after stimulation with anti-CD3 and anti-CD28 antibodies was equivalent to that by control T cells (Figure 3D).

### Reduced adipose tissue weight in Psmb8-KI mice.

Since patients with PRAAS develop partial lipodystrophy and *Psmb8*-deficient mice show reduced adipose tissue weight with high-fat diet feeding (17), we fed control and Psmb8-KI mice a normal diet and measured their body weight from 4–16 weeks old (Figure 4A). The body weight of Psmb8-KI mice was much lower than that of control mice, especially at 15 or 16 weeks of age. Histological examinations of adipose tissue showed smaller adipocytes in Psmb8-KI mice (Figure 4B), and the fat ratio in the whole body tended to be lower in Psmb8-KI mice, as evaluated by computed tomography (Figure 4C).

Psmb8-deficient mice show slower weight gain than WT mice, with reduced adipose tissue volume and smaller mature adipocytes (17). The stromal vascular fraction (SVF) was smaller (Figure 4D), and the differentiation toward adipocytes in the SVF fraction was lower in Psmb8-KI mice than in control mice, as evaluated by Oil Red O staining (Figure 4E); these changes were accompanied by decreased expression of *Pparg* and *Adipoq* (Figure 4E), which encode gene products required for adipocyte differentiation. *Pdgfrb* is expressed in maturation process from the preadipocyte stage to mature adipocytes. Before and after the differentiation, its expression level was comparable between control and Psmb8-KI mice.

### Increased sensitivity to IMS in Psmb8-KI mice.

As we did not detect any signs of spontaneous inflammation in Psmb8-KI mice even after 6 months of age (data not shown), we tested the sensitivity to imiquimod-induced dermatitis (IMS). Imiquimod was painted on the ear skin, and ear thickness was measured (Figure 5A). We began to measure ear thickness in Psmb8-KI mice 2 days after the initial treatment, and increased ear thickness was found in Psmb8-KI mice from 2 to 10 days after the initial treatment. Histological studies performed 10 days after the initial treatment demonstrated a thicker ear and more infiltration of mononuclear cells in the skin in Psmb8-KI mice than in WT mice (Figure 5B). Since imiquimod is an agonist of TLR7, TLR7-associated inflammatory genes were evaluated by real-time PCR (Figure 5C). The expression of *Il6*, *Ifng*, and *Tnfa* in regions treated with imiquimod tended to be higher in Psmb8-KI mice 4 days after the initial treatment.

We administered anti–IL-6, anti–TNF-α, or anti–IFN-γ antibodies or baricitinib (a JAK1/2 inhibitor) to mice administered imiquimod on the ear skin (Figure 5D). The anti–TNF-α and anti–IL-6 antibodies ameliorated ear thickening in both control mice and Psmb8-KI mice, but a difference in ear thickness was still detected between the control and Psmb8-KI mice treated with either antibody. In contrast, anti–IFN-γ treatment did not ameliorate IMS in either control mice or Psmb8-KI mice. Treatment with baricitinib most significantly reduced ear thickness in both control mice and Psmb8-KI mice, but a difference in ear thickness was still detected between the control and Psmb8-KI mice treated with baricitinib. These data indicate that blockade of IL-6 or TNF-α, or treatment with baricitinib, can suppress ear inflammation, while the magnitude of the suppressive effect is similar in control and Psmb8-KI mice, suggesting that other mediators are responsible for the higher sensitivity to inflammation in Psmb8-KI mice.

### Cxcl10 is highly expressed following proteasome inhibition or in Psmb8-KI mice.

To identify the molecules that underlie the differential sensitivity to IMS between control and Psmb8-KI mice, we compared genes that were differentially expressed following treatment with proteasome inhibitors (Figure 6A). We treated J774 cells with 1 of 3 proteasome inhibitors — MG132, epoxomicin, or ONX0914 — for 4 hours and tested gene expression patterns with a DNA microarray. 

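J774 cells are a mouse monocyte-macrophage line. The Discussion describes MG132 as an inhibitor of chymotrypsin, epoxomicin as one of the 20S proteasome and ONX0914 as one of the β5 and β5i subunits. Cells were kept with an inhibitor at 1 μM or with its solvent, DMSO, and the RNA of each culture was hybridized to an array of its own, which made 4 arrays with 1 array per condition. The treatment label of one array names ONX-0912, while the treatment protocol and the paper name ONX0914, and the array was assigned after the paper. The Methods name a human array design, whereas the headers of the scanner files describe a mouse design. Each array was read in a single color (Cy3), and all of them lay on 1 slide that was scanned once. An array held 44397 spots, of which 43020 were not control spots. These spots made up 39429 probes, with 39030 printed once and 399 printed 10 times. The authors deposited the processed signal of every spot, which is its brightness after the scanner software subtracted the background within the array. No spot was saturated. The share of spots that the software called well above background was 63.1% with DMSO, 60.7% with MG132, 60.9% with epoxomicin and 60.3% with ONX0914. The median signal was 71.5 with DMSO, 67.5 with MG132, 76.5 with epoxomicin and 69.9 with ONX0914. To compare arrays, each signal was put on the log2 scale and the 75th percentile of its array was subtracted, after between 159 and 194 spots per array that the software marked as outliers had been left out. That percentile was a signal of 1647 on the DMSO array, 1448 on the MG132 array, 1669 on the epoxomicin array and 1603 on the ONX0914 array. Spots of one probe were averaged. A gene symbol was found for 26575 probes (67.4%) by matching their transcript accessions to the mouse RefSeq table of GRCm38.p6. They represent 20140 genes, and where a gene had several probes, which was so for 5368 genes, the probe with the highest mean over all arrays stood for it. A probe that was not well above background on the dimmer array of a comparison has only a bound there, and its difference is given as “at least.” The bound was set at the probe's own signal or at the lowest signal of any probe well above background on that array, whichever was higher. This lowest signal was 14.7 with DMSO, 17.8 with MG132, 20.3 with epoxomicin and 19.3 with ONX0914. Among probes printed 10 times and well above background, the SD between spots of one probe had a median of 0.0556 to 0.0615 on the log2 scale, depending on the array. This spread covers the printing and reading of one RNA sample only. The number of arrays limits the precision: with 1 array per condition, none of the differences has a replicate check, and none is given a P value.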

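Compared with the DMSO array, 998 of 13774 genes were at least 2-fold higher and 507 at least 2-fold lower with MG132. With epoxomicin, 1177 of 13868 genes were higher and 610 lower by the same threshold. ONX0914 changed fewer genes, with 451 of 13792 higher and 193 lower. The genes counted were those well above background on at least 1 of the arrays compared. Simulations of unchanged arrays took their spread from the difference between the MG132 and epoxomicin arrays, which also holds any real difference between these inhibitors. Over 14374 genes well above background on any array, a mean of 153 genes (173 at most) came out higher with a single inhibitor. A mean of 123 (147 at most) came out lower, which is not far from the count of lower genes with ONX0914. Without a second DMSO array, this spread cannot be checked as a level of chance. With all 3 inhibitors, 272 of 13462 genes were higher and 134 lower. All 3 comparisons use the same DMSO array, so chance values of that array enter each of them. In the same 100 simulations, which set the arrays against one shared control, a mean of 12.2 genes (20 at most) came out higher with all 3 and a mean of 76.0 genes (96 at most) came out lower. The lower counts also depended on the background correction. Under normexp, which models spot and background brightness together, 2059 genes were lower with all 3 inhibitors. That number depends on spots marked as outliers and was 51 when they were left out of the fit, a setting chosen after the data were seen. Across genes, which are not independent replicates, the differences from DMSO had a Pearson correlation of 0.950 between MG132 and epoxomicin. The correlation was 0.809 between MG132 and ONX0914 and 0.776 between epoxomicin and ONX0914. The shared control alone gave 0.575 in the simulations. Of the 824 genes higher with both MG132 and epoxomicin, 272 were also higher with ONX0914, and no gene passed the threshold in the opposite direction. Of the 413 genes lower with both, 134 were also lower with ONX0914.

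**Figure D1:**
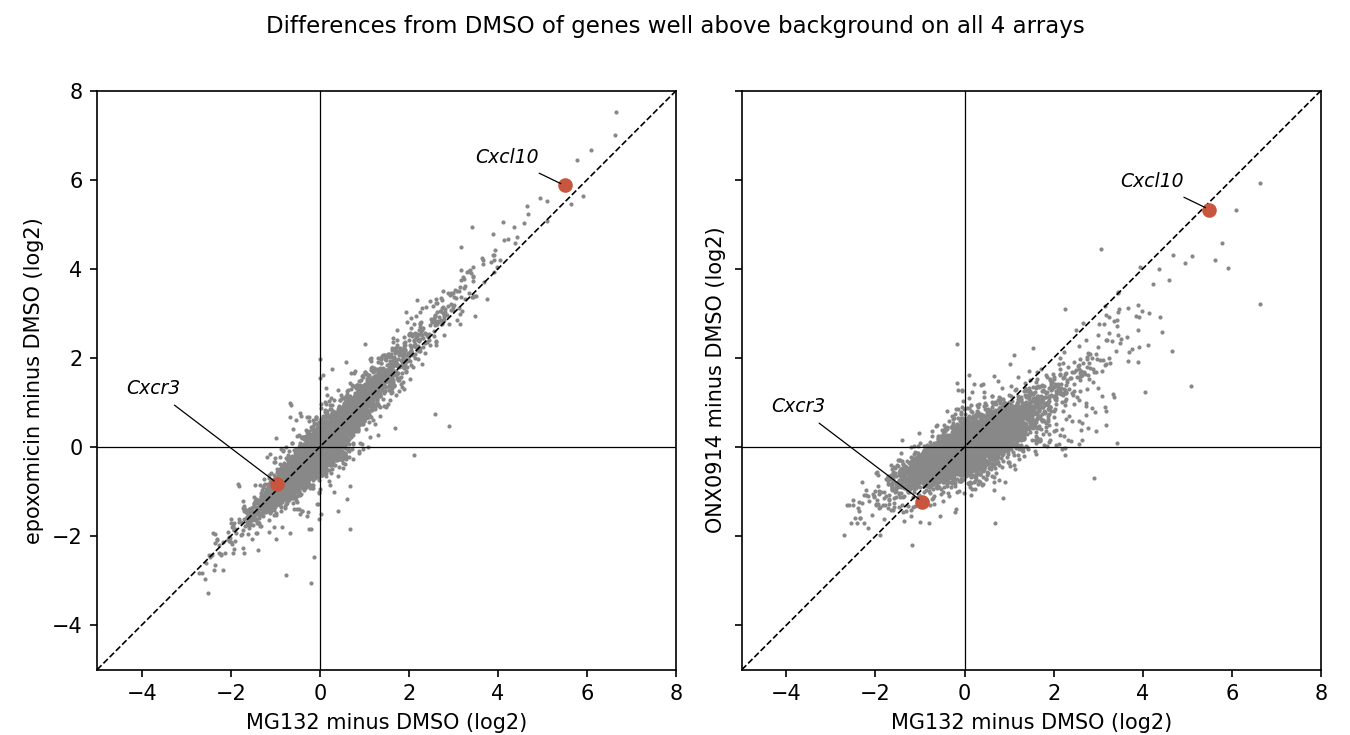
Differences from the DMSO array (log2) of the 12728 genes well above background on all 4 arrays, with MG132 on the x axis and epoxomicin (left) or ONX0914 (right) on the y axis; each gray point is 1 gene, the dashed line marks equal differences, and *Cxcl10* and *Cxcr3* are marked in red. The points lie along the dashed line for epoxomicin, while many large differences lie closer to 0 with ONX0914 than with MG132.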

The data was submitted to the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/; accession no. GSE189308). 

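In the J774 cells of Figure 6A, the *Cxcl9* probe (NM_008599) had a signal of 7.89 on the DMSO array, where it was not well above background. Its signal was 3294 with MG132, 7176 with epoxomicin and 1849 with ONX0914. *Cxcl9* was therefore at least 255-fold higher with MG132, at least 482-fold higher with epoxomicin and at least 129-fold higher with ONX0914. On the log2 scale these bounds are 7.99, 8.91 and 7.01, and each ranked 1 among the increases of all genes compared. The gene's other probe, looked at after the data were seen, gave lower bounds of at least 139-fold, 249-fold and 66.1-fold in the same order. The background correction moved *Cxcl9* most, and with normexp the bounds were 3.90 for MG132, 4.80 for epoxomicin and 2.97 for ONX0914 on the log2 scale. *Cxcl10* (NM_021274) was measured on every array, with a signal of 2623 with DMSO. The signal was 104020 with MG132, 155610 with epoxomicin and 102760 with ONX0914. These values correspond to log2 differences of 5.49 (45.1-fold) for MG132, 5.87 (58.5-fold) for epoxomicin and 5.33 (40.3-fold) for ONX0914. Among the 12728 genes measured on all 4 arrays, the increase of *Cxcl10* ranked 7 with MG132, 5 with epoxomicin and 2 with ONX0914.

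**Figure D2:**
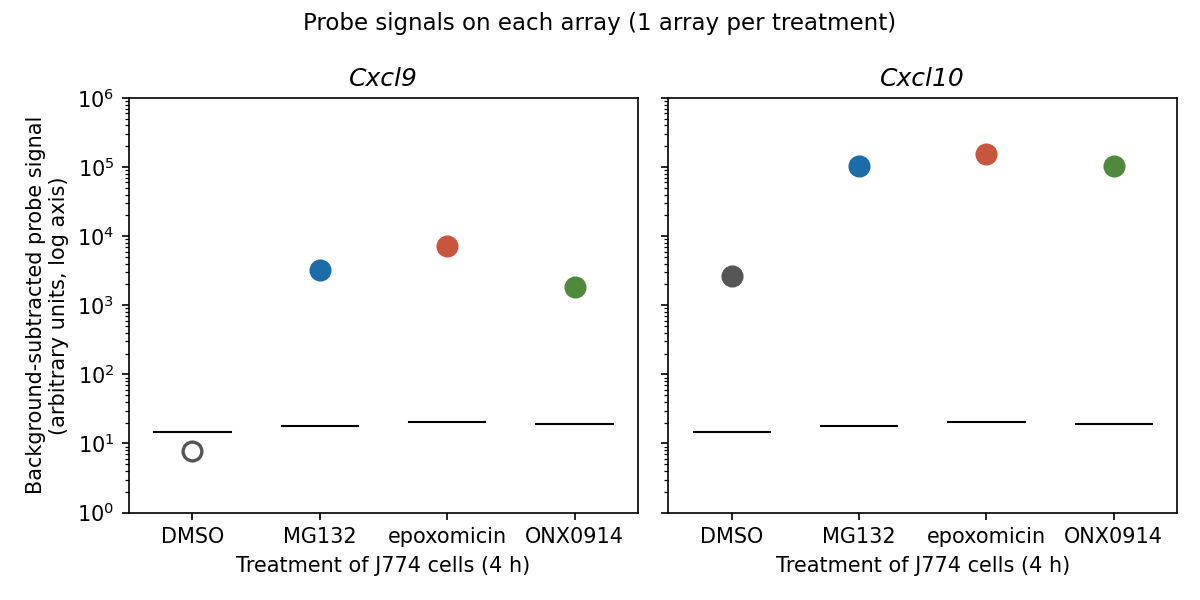
Background-subtracted probe signals (arbitrary units, log axis) of *Cxcl9* (left) and *Cxcl10* (right) on the array of each treatment; filled circles are well above background, the open circle is not, and each black line is the lowest signal of any probe well above background on that array. Both genes lie above their DMSO signal on every inhibitor array, and only the DMSO signal of *Cxcl9*, 7.89, lies under the black line.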

Among immune-associated genes, the chemokines *Cxcl9* and *Cxcl10*, which use the receptor CXCR3, exhibited higher expression in Psmb8-KI mice than in control mice (Figure 6A). The higher expression of *Cxcl9* and *Cxcl10*, as well as elevated expression of *Cxcl11*, was confirmed by real-time PCR, while the expression of their receptor, *Cxcr3*, was not increased (Figure 6B). 

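The arrays measured *Cxcr3* as well, in a separate assay from real-time PCR. Its probe (NM_009910) was well above background on every array, with a signal of 1404 with DMSO, 639 with MG132, 805 with epoxomicin and 584 with ONX0914. The log2 difference from DMSO was −0.95 with MG132, −0.82 with epoxomicin and −1.23 with ONX0914, that is, 1.93-fold, 1.77-fold and 2.34-fold lower. Over the alternative settings planned in advance the difference stayed between −1.14 and −0.75 with MG132, between −0.90 and −0.66 with epoxomicin, and between −1.27 and −1.15 with ONX0914, where a normexp fit chosen later gave −1.11. *Cxcl11* was not analysed here because no probe could be paired with that symbol.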

Spleen cells from Psmb8-KI mice also highly expressed *Cxcl9* and *Cxcl10* compared with control cells (Figure 6C). These data suggest that the CXCR3 pathway is activated in Psmb8-KI mice.

### Deficiency in Cxcr3 ameliorated IMS in Psmb8-KI mice.

We sought to analyze the contribution of CXCR3 to the higher sensitivity to IMS in Psmb8-KI mice. We first applied imiquimod to the ear skin of WT and *Cxcr3*-deficient mice (Figure 7A). The increase in ear thickness seen in the *Cxcr3*-deficient mice was equivalent to that observed in the control mice, suggesting that CXCR3 is not involved in the disease progression of IMS in control mice. We then applied imiquimod to the ear skin of Psmb8-KI mice deficient in the *Cxcr3* or *Cxcl10* gene (Psmb8-KI;CXCR3-KO or Psmb8-KI;CXCL10-KO) (Figure 7, A and B). Ear thickening was suppressed in the absence of *Cxcr3* and tended to be inhibited in the absence of *Cxcl10* on the Psmb8-KI background. These data demonstrate that the CXCR3 pathway is the key signaling pathway underlying the increased susceptibility to IMS in Psmb8-KI mice.

## Discussion

Patients with PRAAS exhibit inflammatory signs in various organs (12, 18, 19). Although those inflammatory symptoms are, at least partially, improved by treatment with a JAK1/2 inhibitor (16, 20), the molecular mechanisms by which these inflammatory responses are induced and which molecules are key in the initiation or progression of inflammation in patients with PRAAS are unknown. Here, we demonstrated that the CXCR3 pathway is hyperactivated in Psmb8-KI mice and that deficiency in the *Cxcr3* gene in Psmb8-KI mice ameliorates IMS. These data suggest the CXCR3 pathway as a target for treating patients with PRAAS.

Psmb8-KI mice on a C57BL/6 background did not exhibit any inflammatory signs, even after 6 months of age, in our specific pathogen–free (SPF) facility (data not shown). In contrast to the accumulation of ubiquitin-coupled proteins in the cells of patients with PRAAS (12), the total spleen cells of Psmb8-KI mice did not show increased accumulation of ubiquitin, although the patterns of chymotrypsin, trypsin, and caspase activities were distinct between control and Psmb8-KI mice. One possible reason for why Psmb8-KI cells did not show accumulation of ubiquitin-coupled proteins is the overexpression of β5 in Psmb8-KI mice, as our previous experiments using PRAAS cells did not show overexpression of β5 (12). This overexpression of β5 might, at least partially, compensate for the immunoproteasome dysfunction caused by the mutation in β5i, allowing cells to degrade ubiquitin-coupled proteins in a manner almost equivalent to that of control cells. Another point that needs to be discussed is the distinct patterns of chymotrypsin, trypsin, and caspase-like activities between control and Psmb8-KI mice. Given the high chymotrypsin activity and low caspase-like activity of immunoproteasomes compared with those of constitutive proteasomes, the increased chymotrypsin activity and reduced trypsin-like activity in Psmb8-KI cells compared with control cells suggest that an assembly defect in immunoproteasomes dynamically changes the expression of each catalytic subunit per cell. The hyperexpression of β5 might also contribute to the different patterns of protease activity in Psmb8-KI mice.

CXCL9, CXCL10, and CXCL11 are known to be Th1 chemokines and to bind to CXCR3. These chemokines attract Th1 cells into inflamed tissues, where Th1 cells produce cytokines, which leads to increased Th1 chemokines levels in the inflamed tissues and amplification of the feedback loop. The levels of these chemokines are elevated in autoimmune and rheumatic diseases and in cancers (21–25). Several papers have reported that patients with PRAAS exhibit a typical type I IFN signature with increased expression of IFN-stimulated genes, including *CXCL9* and *CXCL10* (15, 26, 27). We here detected increased levels of *Cxcl9* and *Cxcl10* gene expression in J774 cells treated with proteasome inhibitors and spleen cells from Psmb8-KI mice, suggesting that elevated levels of CXCL9 and CXCL10 hyperactivate CXCR3 in Psmb8-KI mice. Indeed, the suppression of inflammation in Psmb8-KI mice induced by deficiency in *Cxcr3* gene expression reveals that activation of the CXCR3 pathway is one of the key events leading to the increased susceptibility to IMS in Psmb8-KI mice. 

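Genes used as references in expression assays give the scale for these increases in the J774 cells. The median log2 difference of 10 such genes was −0.02 with MG132, −0.13 with epoxomicin and 0.01 with ONX0914. Its sign depended on the setting: with *Hprt* as the only scaling, the medians were 0.18, 0.04 and 0.04. *Hprt* itself differed by −0.20 with MG132, −0.17 with epoxomicin and −0.03 with ONX0914, and the last value became 0.11 with normexp. Without any scaling between arrays, the median of all genes shifted by −0.20 with MG132, −0.02 with epoxomicin and −0.04 with ONX0914. *Cxcl10* then differed from DMSO by 5.31, 5.89 and 5.29 and *Cxcl9* by at least 7.81, 8.93 and 6.97, in the same order of inhibitors. From the increase of both chemokine genes in the inhibitor-treated J774 cells, together with their expression in spleen cells of Psmb8-KI mice, which were not analysed here, the paper proposes that CXCR3 is hyperactivated in these mice through elevated CXCL9 and CXCL10.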

What is the mechanism underlying the upregulation of CXCL9 and CXCL10 induced by a mutation in *Psmb8*? 

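The arrays carried probes for 15 genes of type I or type II interferons, namely *Ifng*, *Ifnb1*, *Ifne*, *Ifnk* and 11 genes of the *Ifna* family. On the inhibitor arrays, 9 of them were well above background on at least 1 array, and 5 were so on no array at all. *Ifng* was among these 5, with signals of 4.10 with DMSO, 4.85 with MG132, 5.33 with epoxomicin and 5.28 with ONX0914. The 7 genes well above background on every array, all of the *Ifna* family, were faint, with signals between 23.4 and 229, and their differences from DMSO lay between −0.34 and 0.47 on the log2 scale. None of the 15 genes was at least 2-fold higher with any inhibitor. One gene, *Ifnb1*, passed the threshold in the other direction. Its signal was 71.3 with DMSO and 84.1 with epoxomicin, while with MG132 (15.1) and ONX0914 (8.08) it was not well above background, which makes it at least 3.52-fold and at least 3.60-fold lower. The small difference with epoxomicin, 0.22, changed sign with normexp, to −0.93. A second probe of *Ifna2*, not the one that stood for the gene, was well above background with epoxomicin alone, at least 3.11-fold above DMSO. Detection depended on the criterion: 13 genes, in place of 9, had a positive and significant signal by the software's other call on at least 1 inhibitor array. Signals this close to the background leave changes of faint interferon transcripts undetectable, and only 1 time point, 4 hours, was measured.

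**Figure D3:**
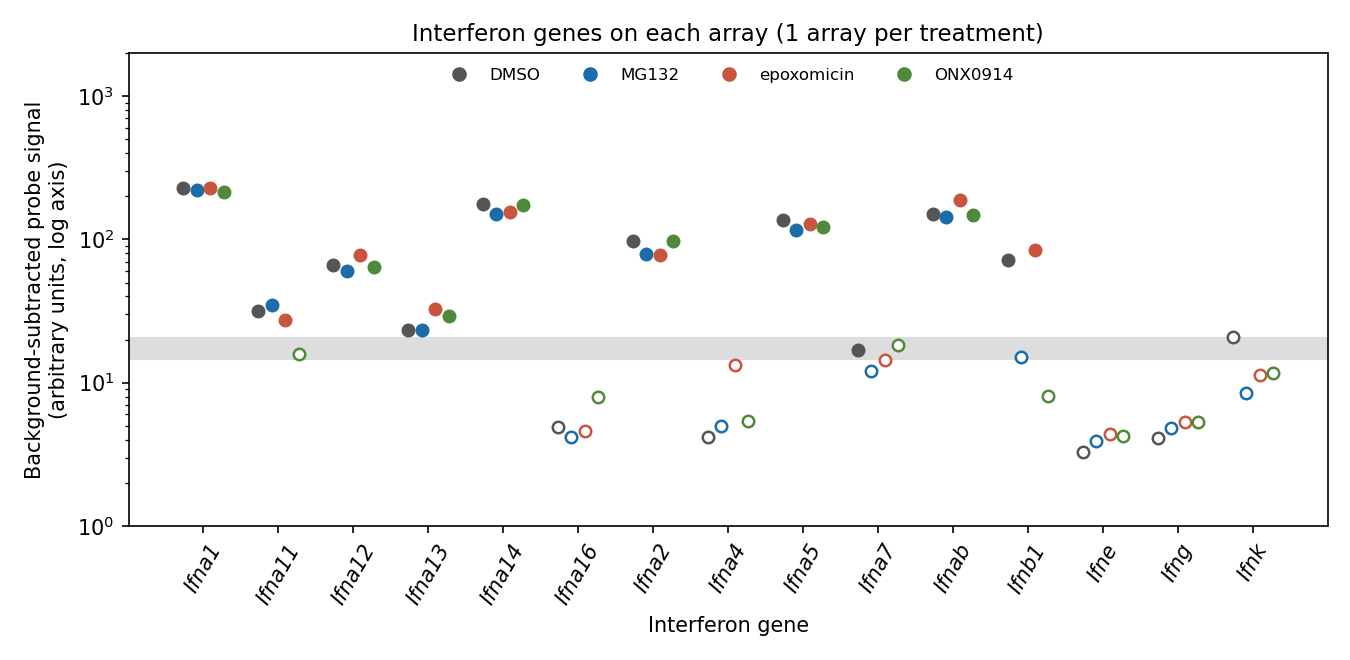
Background-subtracted probe signals (arbitrary units, log axis) of 15 interferon genes on each array, with 1 point per array; filled circles are well above background and open circles are not, and the gray band spans the arrays' lowest signals well above background, 14.7 to 20.3. The DMSO and inhibitor points of the 7 genes detected on every array lie close together, and *Ifnb1* is detected with DMSO and epoxomicin only.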

The J774 cells treated with proteasome inhibitors did not upregulate type I or type II IFNs (data not shown), suggesting that the upregulation of CXCL9 and CXCL10 induced by inhibiting proteasomes could be attributed to cell-intrinsic regulation of both genes. Previous studies using human cells also found that treatment of peripheral mononuclear cells and fibroblasts upregulated mRNA of *CXCL10* but not mRNA of proinflammatory cytokines, including *IL6* and *IL1B* (15). Therefore, although increased expression of CXCL10 in patients with PRAAS might occur in response to various inflammatory stimuli, increased expression of those chemokines could be regulated, at least partly, in a cell-intrinsic manner.

Patients with PRAAS are characterized by hypergammaglobulinemia, and some patients showed low CD8^+^ T cell counts and low percentages of naive CD8^+^ T cells (20, 28). Since immunoproteasomes are involved in generating peptides presented by MHC class I (7), patients with PRAAS might have a distinct repertoire of CD8^+^ T cell receptors compared with healthy people, which might contribute to inflammatory responses in patients with PRAAS. In addition, CXCR3 is highly expressed on mouse and human T cells and functions as the migration of T cells into inflammatory regions (21). The suppression of inflammation in Psmb8-KI mice by blockade of CXCR3 in this study would also suggest the contributions of CD8^+^ T cells to the inflammation in patients with PRAAS.

The mutation of *PSMB8* was originally identified in patients with PRAAS (12–14), and subsequent studies reported that mutations in other proteasome subunits also led to PRAAS phenotypes (15). Recent studies have reported that the mutation in *PSMB9* causes immunodeficiency phenotypes (29). Therefore, it would be important to evaluate the relationship between the altered function of each proteasome subunit and the associated mutation. Here, we used 3 proteasome inhibitors with distinct specificities: (a) MG132, an inhibitor of chymotrypsin; (b) epoxomycin, a 20S proteasome inhibitor; and (c) ONX0914, a β5/β5i inhibitor. The data show the treatment with any 3 inhibitors upregulated *Cxcl9* and *Cxcl10*. In addition to revealing the mechanism by which altered function of proteasomes upregulated those chemokines, it would be interesting to analyze the function of each subunit of the proteasomes and chemokine expression in future studies.

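The inhibitors differed in the size of the response on the arrays. The comparison took the 1162 genes at least 2-fold from DMSO with both MG132 and epoxomicin that also had a value for ONX0914. For these, the difference with ONX0914 had a median ratio of 0.548 to the difference with MG132, and 1126 of them moved in the same direction. The corresponding ratio for epoxomicin was 1.06. These genes were selected on the MG132 and epoxomicin arrays, which favors larger differences there. Genes without a value for ONX0914 were left out, such as *Hspa1a*, which was not well above background with DMSO or ONX0914. Leaving out genes of that kind favors a higher ratio for ONX0914. *Cxcl10* departed less, with similar signals for MG132 and ONX0914, and the order of its increases, epoxomicin first and ONX0914 last, was the same in every alternative setting planned in advance. Measured as the SD over genes of the difference between a pair of arrays, the DMSO array lay 0.675 from MG132, 0.734 from epoxomicin and 0.435 from ONX0914. The MG132 and epoxomicin arrays lay 0.224 apart, closer than any other pair. ONX0914 lay 0.406 from MG132 and 0.478 from epoxomicin. Without replicate cultures, these distances between inhibitors cannot be set against the spread between cultures.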

The CXCR3 pathway has been a drug target of interest in inflammatory disorders (30, 31). Indeed, a clinical trial was performed to evaluated rheumatoid arthritis treatment with an anti-CXCL10 blocking antibody (31), which showed partial improvement of inflammatory responses. Since our present study showed the involvement of the CXCR3 pathway in increased susceptibility to inflammation, antagonists of CXCR3 or monoclonal antibodies against CXCL10 might be effective for treating patients with PRAAS. However, as we have shown the increased susceptibility of Psmb8-KI mice to IMS, we need to establish an animal model that spontaneously reproduces inflammatory responses similar to those of patients with PRAAS. In addition, in this study, we used *Cxcl10*-deficient mice from a C57BL/6 strain that has a frameshift mutation in the *Cxcl11* gene (32). CXCL11 is a strong inducer of CXCR3 internalization (33) that may lead to reduced accessibility of CXCL9 and CXCL10 to CXCR3. Thus, we need to reanalyze the effect of CXCL10 in a different background in future studies.

Psmb8-KI mice showed a reduced volume of adipose tissue and impaired differentiation of mature adipocytes, similar to *Psmb8*-deficient mice (17). The accumulation of ubiquitin-coupled proteins was comparable between control and Psmb8-KI mice, although the patterns of proteasome activity were altered in Psmb8-KI mice. Therefore, the impaired adipocyte differentiation in Psmb8-KI mice could likely be attributed to the change in the turnover of particular proteins — not only cell stress or death caused by the accumulation of ubiquitin-coupled proteins.

In conclusion, we identified the CXCR3 pathway as a drug target in PRAAS. Treatment with a JAK1/2 inhibitor led to therapeutic efficacy limiting inflammatory responses, although some patients still exhibit residual inflammation with this approach. Thus, potent CXCR3 inhibitors might have additive therapeutic potential when combined with a JAK1/2 inhibitor to treat patients with PRAAS. Finally, it should be noted that it remains unclear how CXCL9 and CXCL10 expression is increased and how the IFN signature is induced in patients with PRAAS. The elucidation of the steps involved in the initiation of inflammation by immunoproteasome dysfunction would help identify additional disease-specific therapeutic targets in PRAAS.

## Methods

### Mice.

C57BL/6 mice were purchased from Charles River Laboratories Japan. Cxcr3^–/–^ and Cxcl10^–/–^ mice were purchased from The Jackson Laboratory. Psmb8-KI mice were established by constructing a targeting vector with a mutation in Psmb8. Psmb8-KI mouse genotyping was performed with tail-derived DNA by genomic PCR (primer 1: 5′-ccgaggtgtcttacccattgaacc-3′, primer 2: 5′-ttgccgaatatcatggtggaaaatggc-3′, and primer 3: 5′-agagatggctcagtggttaagaccc-3′). All mice were maintained in the animal research center of Tokushima University.

### Protein extracts, Western blotting, and glycerol gradient analysis.

Splenocytes were lysed in RIPA buffer (Nakalai Tesque) containing protease inhibitors (Roche). The lysates were resolved by SDS-PAGE, and the blots were incubated with anti-β1i, anti-β2, anti-β2i (provided by Shigeo Murata, The University of Tokyo, Tokyo, Japan.), anti-α6 (ab109530), anti-ubiquitin (ab7780, Abcam), anti-β4 (PW8899, Enzo Life Sciences), anti-β5 (PW8895, Enzo Life Sciences), anti-β5i (PTG14859, Proteintech), anti–Ump-1 (15046-1-AP, Proteintech), or anti-actin (A2066, Sigma-Aldrich) antibodies. Then, the blots were incubated with HRP-conjugated goat anti–rabbit IgG antibodies (170–6515; Bio-Rad). The bands were detected with ECL Prime Chemiluminescent Substrate (GE Healthcare) and an ImageQuant LAS-4000 mini system (GE Healthcare). For glycerol gradient analysis, cell lysates were fractionated by linear glycerol density gradient centrifugation (22 hours, 100,000*g*, 4°C) as described previously (12).

### Proteasome activity assay.

Splenocytes were assayed using the Proteasome-Glo Cell-Based Assay (Promega), according to the manufacturer’s protocol.

### Flow cytometry.

Splenocytes were incubated with 2.4G2 supernatant to block Fc receptors. Then, the cells were incubated with fluorochrome-conjugated monoclonal antibodies specific for mouse TCRβ (clone H57-597), TCRγ (clone GL3), NK1.1 (clone PK136), CD4 (clone GK1.5), CD8 (clone 53–6.7), CD44 (clone IM-7), CD62L (clone MEL-14), Gr-1 (clone RB6-8C5), CD11b (clone M1/70), CD11c (clone N418), I-A (clone M5/114.15.2), F4/80 (clone BM8), B220 (clone RA3-6B2), and H-2K^b^ (clone 28-8-6) (BioLegend). Data were collected on a FACS Canto II flow cytometer (BD Biosciences) and analyzed using FACSDiva (BD Biosciences).

Whole splenocytes (1 × 10^6^/well; 48-well plates) were cultured with a plate-coated anti-CD3 monoclonal antibody (1 μg/mL) (145-2C11, BioLegend) for 72 hours. PMA (25 ng/mL), ionomycin (1 μg/mL) (BioLegend), and monensin (2 μM) (ab193381, Abcam) were added to the cell culture medium for 4 hours prior to harvest. For intracellular staining, cells were fixed with 4% paraformaldehyde, permeabilized using 90% methanol, and stained with fluorochrome-conjugated monoclonal antibodies specific for mouse anti–IFN-γ (XMG1.2, BioLegend)

### Real-time PCR.

RNA was extracted from cells or imiquimod-treated (IMQ-treated) ears, with degradation to genomic DNA, using ReliaPrep RNA Cell Miniprep Systems or ReliaPrep RNA Tissue Miniprep Systems (Promega). cDNA was reverse transcribed with ReverTra Ace quantitative PCR RT Master Mix with gDNA Remover (TOYOBO). PCR analyses were performed using StepOnePlus (Applied Biosystems) with primers.

### Histology.

Epididymal adipose tissues and ear skin samples were collected and fixed in a 10% formalin solution. Paraffin-embedded tissue samples were sectioned and stained with H&E.

### Adipocyte differentiation assay.

Epididymal adipose tissues were cut into small pieces, followed by incubation in adipose isolation buffer (17) containing 1 mg/mL collagenase (Wako Pure Chemical Industries) for 1 hour at 37°C with gentle shaking. SVF cells were collected as a pellet by centrifugation at 500*g* and 4°C for 5 minutes. SVF cells were cultured in 10% FBS-DMEM supplemented with a penicillin/streptomycin solution (Thermo Fisher Scientific). Two days after reaching confluence, cells were incubated in differentiation medium (AdipoInducer Reagent [for animal cells]; Takara Bio Inc.) containing dexamethasone (2.5 μM), 3-isobutyl-1-methylxanthine (0.5 mM), and insulin (10 μg/mL) (included AdipoInducer Reagent [for animal cells]; Takara Bio Inc.) for 2 days. The medium was then replaced with maintenance medium (insulin [10 μg/mL] in 10% FBS-DMEM supplemented with antibiotics). The maintenance medium was renewed every 2 or 3 days for 6 days of culture. Adipocyte differentiation was evaluated by Oil Red O staining. Oil Red O uptake into cells was quantified by extraction with isopropanol, and the absorbance of the eluate was measured at 492 nm.

### μ-CT.

The region comprising the 12th thoracic vertebra to the 4th sacral vertebra in mice was analyzed in vivo with μ-CT at high resolution. The weight of fat tissue was calculated using Latheta software (Latheta LCT-200, Hitachi Aloka Medical).

### IMS model.

Mice received a daily topical dose of 25 mg of commercially available imiquimod cream (5%) (Beselna Cream, Mochida Pharmaceutical) on the right ear for 10 days, with the exception of day 5 or 6. For blockade experiments, a control antibody or an anti–IL-6 (MP5-20F3), anti–TNF-α (XT3.11), or anti–IFN-γ (XMG1.2) monoclonal antibody (BioXCell) was administered on 2 consecutive days, followed by no treatment on the third day for 10 days at 400 μg/dose via i.p. injection. Mice received 6 total injections. Baricitinib (AdooQ BioScience) was administered daily by oral gavage at 10 mg/kg/dose for 10 days, with the exception of day 5.

### DNA microarray.

The mouse monocyte-macrophage cell line J774 was cultured in 10% FBS-RPMI medium (Nakalai Tesque) supplemented with a penicillin/streptomycin solution (Thermo Fisher Scientific) in the presence of the proteasome inhibitor MG132 (LifeSensors), the 20S proteasome inhibitor epoxomicin (PEPTIDE INSTITUTE), or the β5/β5i inhibitor ONX 0914 (Adooq Bioscience) at 1 μM or DMSO (Sigma-Aldrich) as a control solvent for 4 hours. RNA was extracted from cultured J774 cells, with genomic DNA degradation, using ReliaPrep RNA Cell Miniprep Systems (Promega). The quality of the isolated RNA was evaluated with an Agilent 2100 BioAnalyzer. Probe preparation and microarray analyses were performed on Whole Human Genome Microarray 4x44K v2 (Agilent Technologies). 

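The authors also deposited a table of processed values for the same arrays, with 39483 probe entries on a log2 scale. Over 22418 probes, these values were compared with processed signals that were shifted to the 75th percentile and then centered on each probe's median over the arrays. The Pearson correlation was at least 0.9996 on every array (0.99993 with DMSO and 0.99963 with MG132), with slopes between 0.997 and 1.00. A shift to the median came close, with a correlation of at least 0.998. With no scaling between arrays the correlation fell to 0.985 with ONX0914 and 0.986 with MG132, and with quantile normalization it was 0.989 with MG132. The paper's text does not state the GeneSpring settings or the threshold behind the genes shown.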

The resulting data were normalized using GeneSpring (Agilent Technologies) software. The DNA microarray data were submitted to the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/; accession no. GSE189308). 

### Data transfer agreements.

The primer sequences are available upon request.

### Statistics.

For all experiments, significant intergroup differences were calculated using 2-tailed unpaired *t* test or 1-way ANOVA. Differences were considered significant when *P* < 0.05.

### Study approval.

All animal experiments were approved by the animal research committee of Tokushima University and performed in accordance with our institution’s guidelines for animal care and use.

## Author contributions

YS and KY designed the research; YS did most of the experiments; HA, ST, HK, and KO analyzed the data; YS and KY wrote the paper; HA, ST, HK, and KO reviewed the paper; and KY supervised all researches.

## Figures and Tables

**Figure 1:**
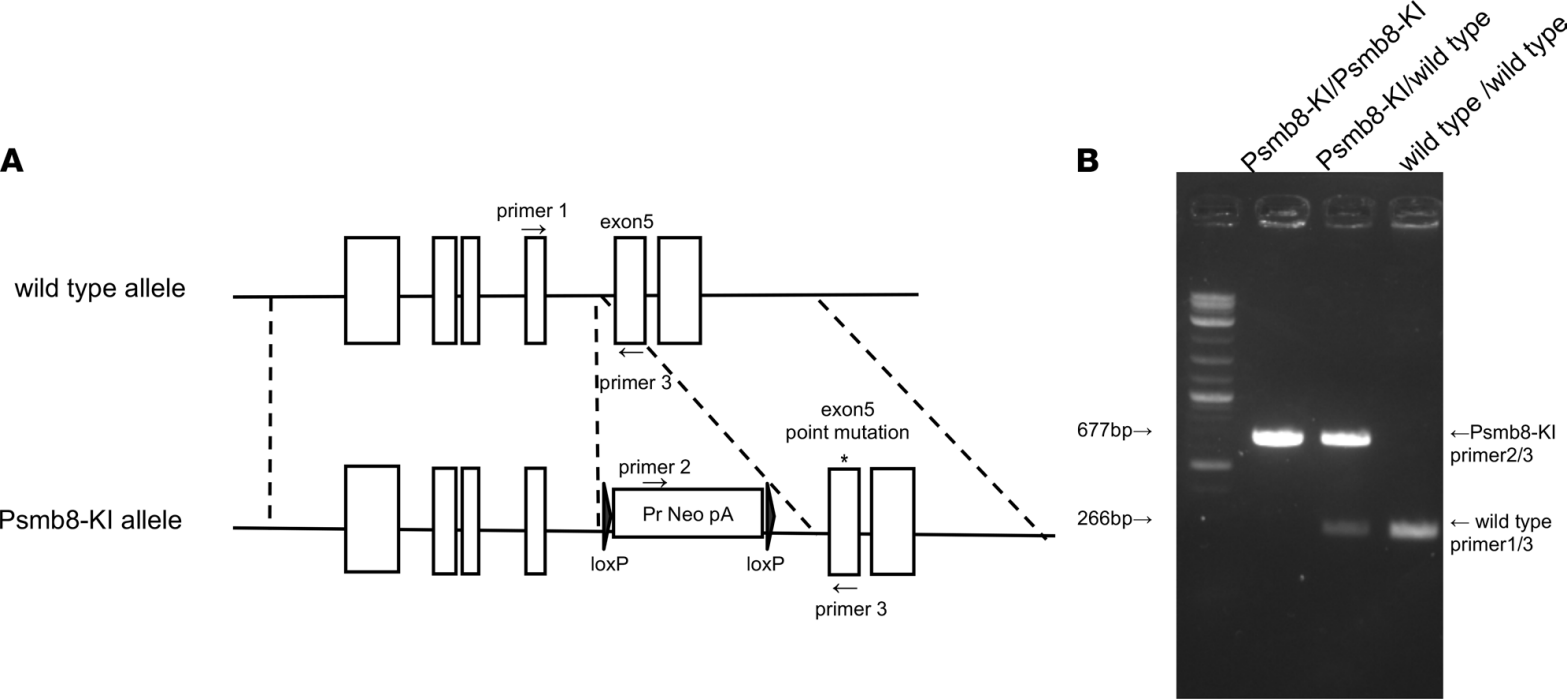
Establishment of Psmb8-KI mice. (**A**) Diagram of Psmb8-KI mice. (**B**) Amplification of WT and mutant Psmb8 loci in genomic DNA from WT, Psmb8-KI heterozygous, and Psmb8-KI mice.

**Figure 2:**
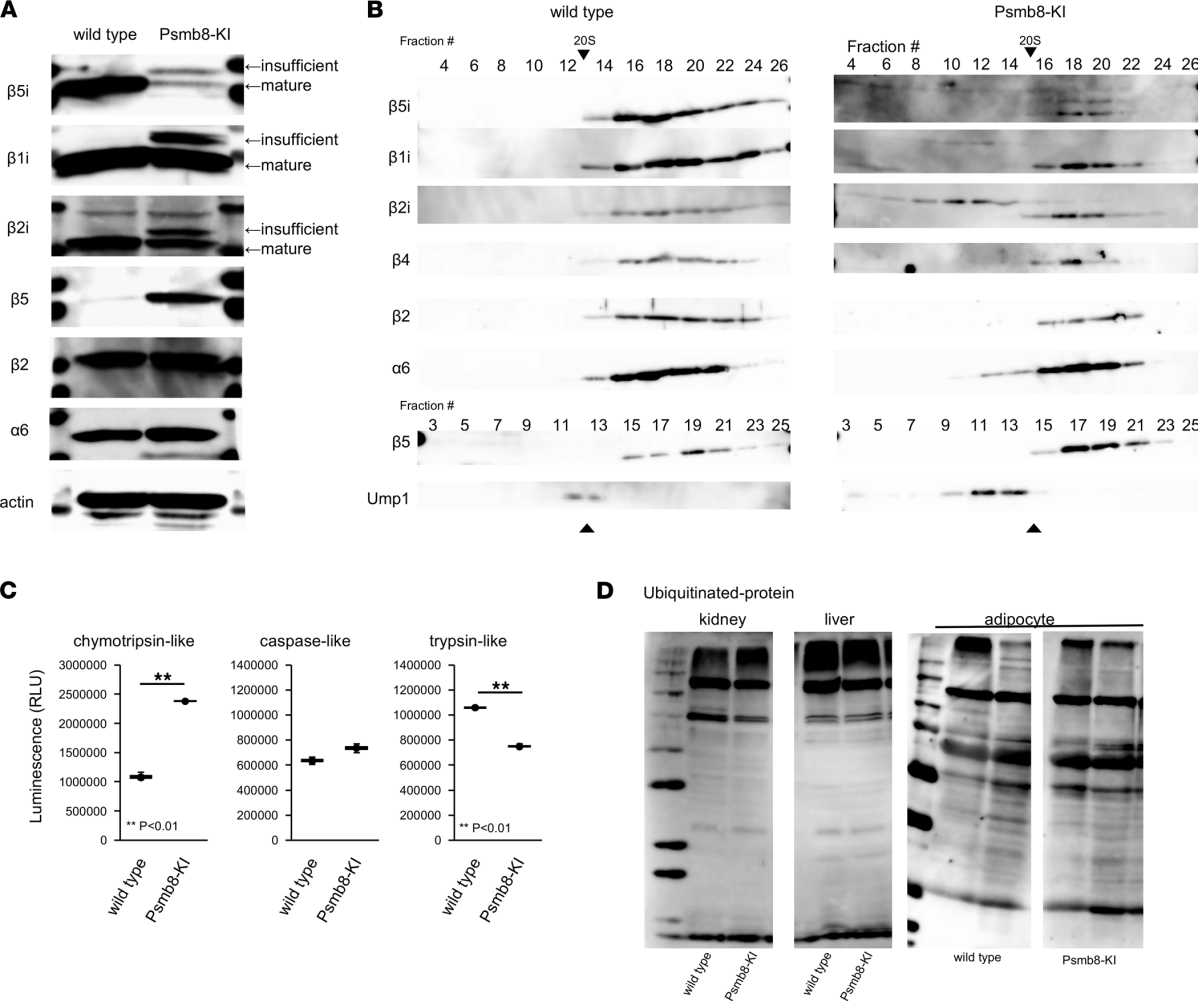
Proteasome assembly and activity of Psmb8-KI mice. (**A**) Spleen cell lysates from WT and Psmb8-KI mice (12-week-old female) were blotted with anti-β5i, anti-β1i, anti-β2i, anti-β5, anti-β2, anti-α6, and anti-actin antibodies. (**B**) Spleen cell lysates from WT and Psmb8-KI mice were separated by glycerol gradient centrifugation. Each fraction was blotted with anti-β5i, anti-β1i, anti-β2i, anti-β4, anti-β2, anti-α6, anti-β5, or anti-Ump1 antibodies. (**C**) The chymotrypsin-, trypsin-, and caspase-like activities of spleen cells from WT and Psmb8-KI mice were measured. Data represent the mean ± SD (*n* = 4 in each group). **P < 0.01(2-tailed unpaired *t* test). (**D**) Cell lysates generated from kidney, liver, and adipose tissues from WT and Psmb8-KI mice were blotted with anti-ubiquitin antibodies. The data in this figure are representatives of 3 independent experiments.

**Figure 3:**
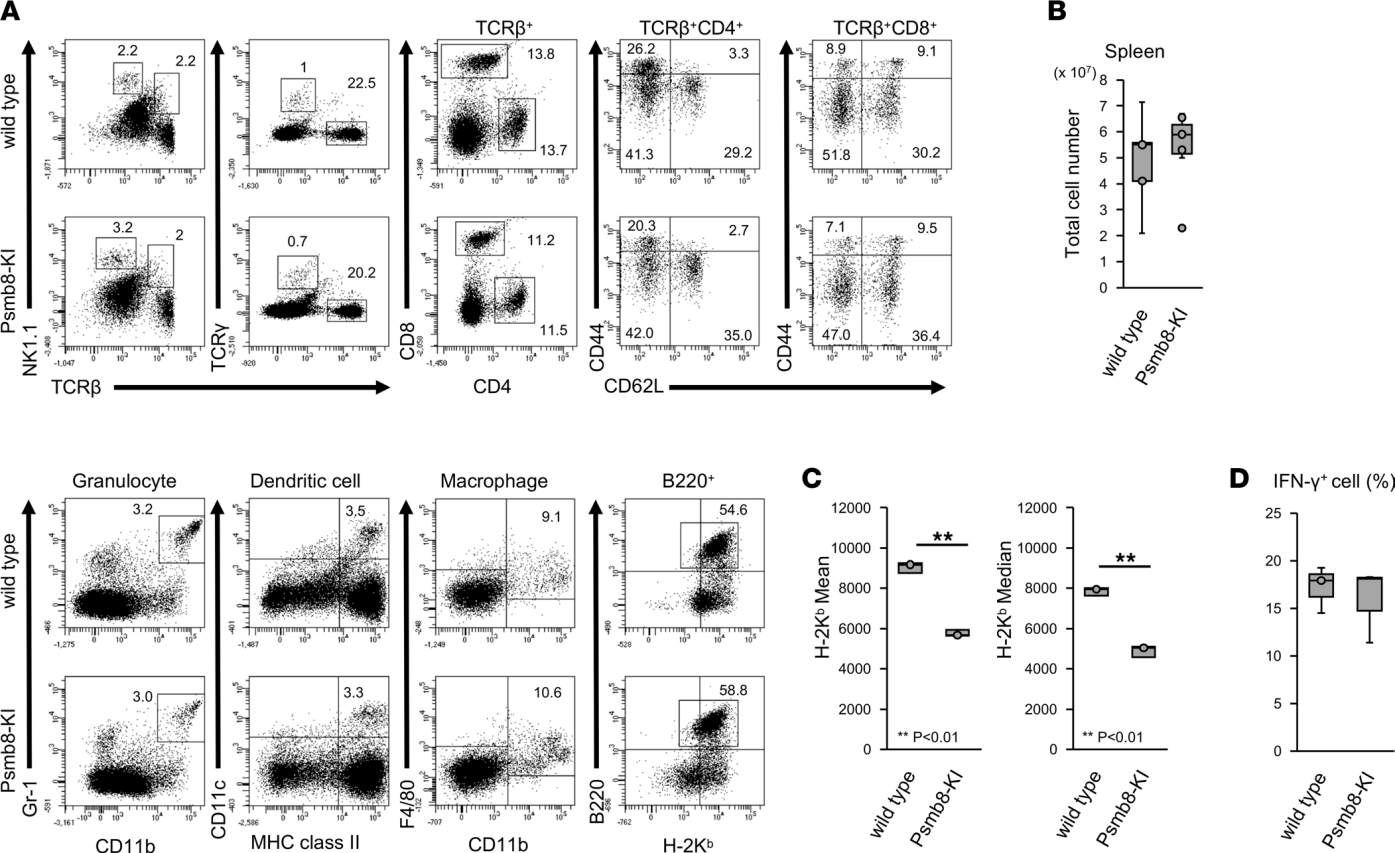
Unimpaired immune cell development in Psmb8-KI mice. (**A**) Spleen cells from WT and Psmb8-KI mice were stained with various combinations of antibodies. (**B**) Total cell number of spleen cells in control and Psmb8-KI mice. Data represent the mean ± SD. *n* = 5. (**C**) The mean fluorescence intensity in K^b+^ cells was measured. Data represent the mean ± SD (*n* = 4 in each group). **P < 0.01 (2-tailed unpaired *t* test). (**D**) Spleen cells from WT and Psmb8-KI mice were stimulated with anti-CD3 and anti-CD28 antibodies for 3 days, and the secretion of IFN-γ was evaluated 5 hours after stimulation with PMA and ionomycin. Data represent the mean ± SD of technical triplicates. The data in this figure are representatives of 3 independent experiments.

**Figure 4:**
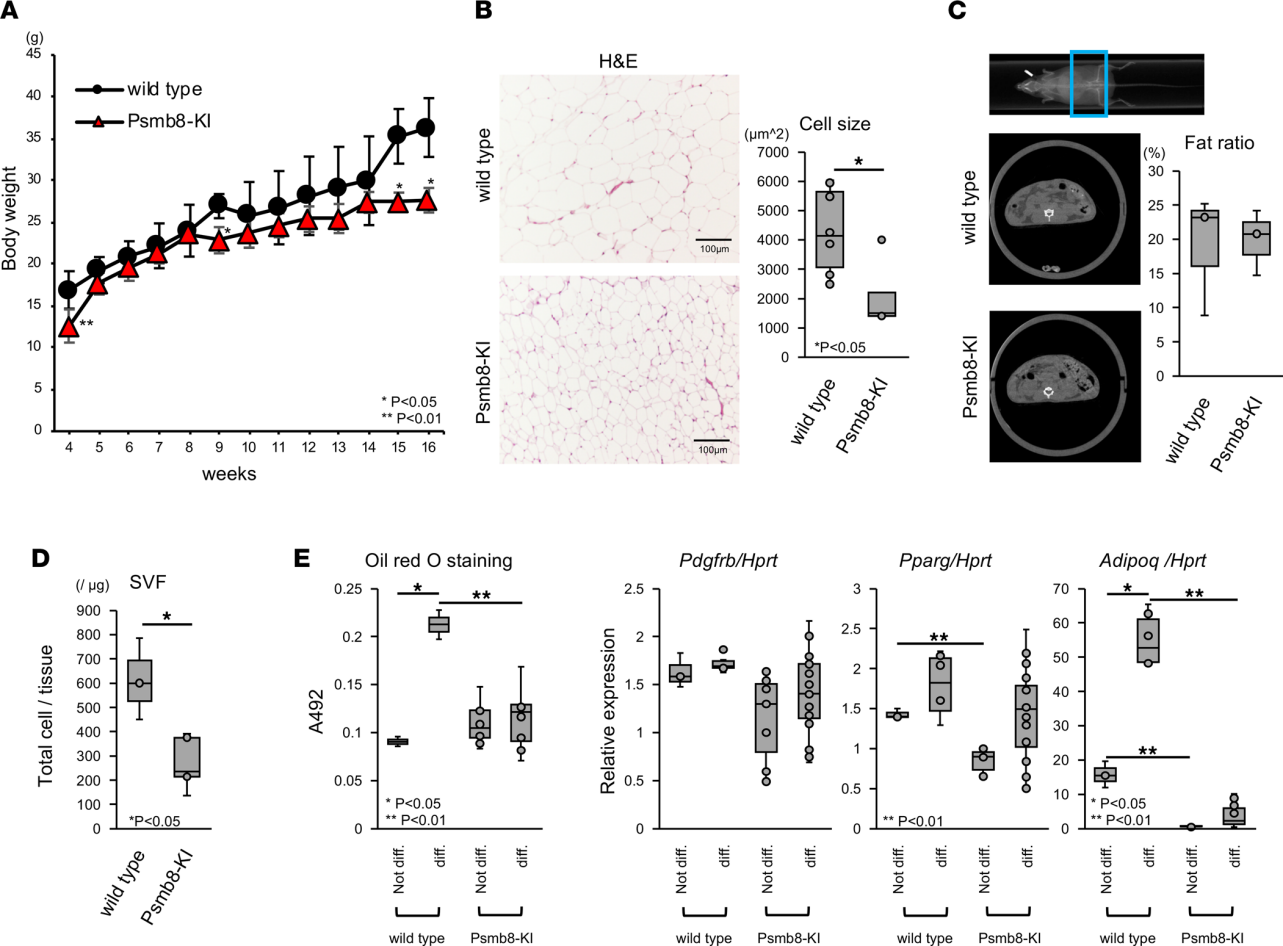
Reduced adipocyte size and fat volume in Psmb8-KI mice. (**A** and **B**) The body weight gain (female WT, closed circle; female Psmb8-KI, red triangle) and size of adipocytes of WT and Psmb8-KI mice were evaluated at 15 weeks old. Scale bar: 100 μm. (**C**) The fat ratio in the total body at the age of 15 weeks was evaluated by CT. Data represent the mean ± SD of technical triplicates. *n* = 5. *P < 0.05 (2-tailed unpaired *t* test). Blue box indicates the region for sagital image. (**D**) The SVF numbers of the adipose tissues of WT and Psmb8-KI mice at 15 weeks old were counted. Data represent the mean ± SD (*n* = 4 in each group). *P < 0.05 (2-tailed unpaired *t* test). (**E**) SVF cells from WT and Psmb8-KI mice were allowed to differentiate into mature adipocytes. Oil Red O staining was performed, and the expression of *Pdgfrb*, *Pparg*, and *Adipoq* was measured by real-time PCR. Data represent the mean ± SD of technical triplicates. *n* = 3. *P < 0.05; **P < 0.01 (1-way ANOVA). The data in this figure are representatives of 3 independent experiments.

**Figure 5:**
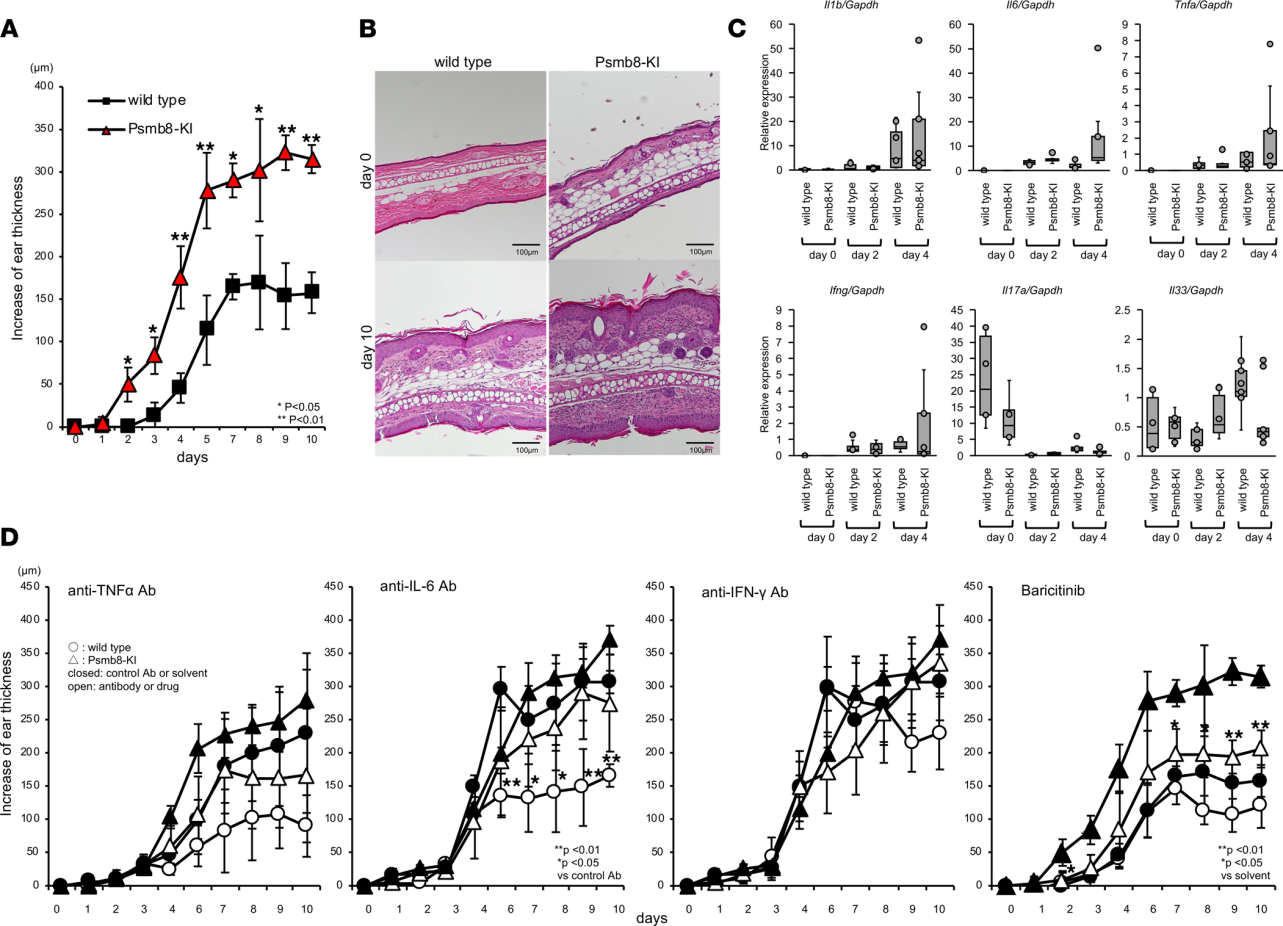
Increased susceptibility to imiquimod-induced dermatitis in Psmb8-KI mice. Imiquimod was applied to the ear skin of WT and Psmb8-KI mice (12- to 15-week-old female mice). (**A**–**C**) The increase in ear thickness (WT, closed square; Psmb8-KI, red triangle) (*n* = 5), histology of the ear skin before and 10 days after imiquimod treatment (HE staining), and expression of proinflammatory genes 10 days after imiquimod treatment were tested (WT, gray; Psmb8-KI, black). Data represent the mean ± SD of technical triplicates. *P < 0.05; **P < 0.01 (2-tailed unpaired *t* test). Scale bars: 100 μm. (**D**) Imiquimod was applied to the ear skin of WT and Psmb8-KI mice, which were treated with anti–IL-6, anti–IFN-γ, or anti–TNF-α antibodies or a JAK inhibitor. WT and Psmb8-KI mice are shown as circles and triangles, respectively. The mice treated with the antibodies or JAK inhibitor are depicted as open symbols. The increase in ear thickness was measured. Data represent the mean ± SD (*n* = 5 in each group). *P < 0.05; **P < 0.01 (1-way ANOVA). The data in this figure are representatives of 5 independent experiments.

**Figure 6:**
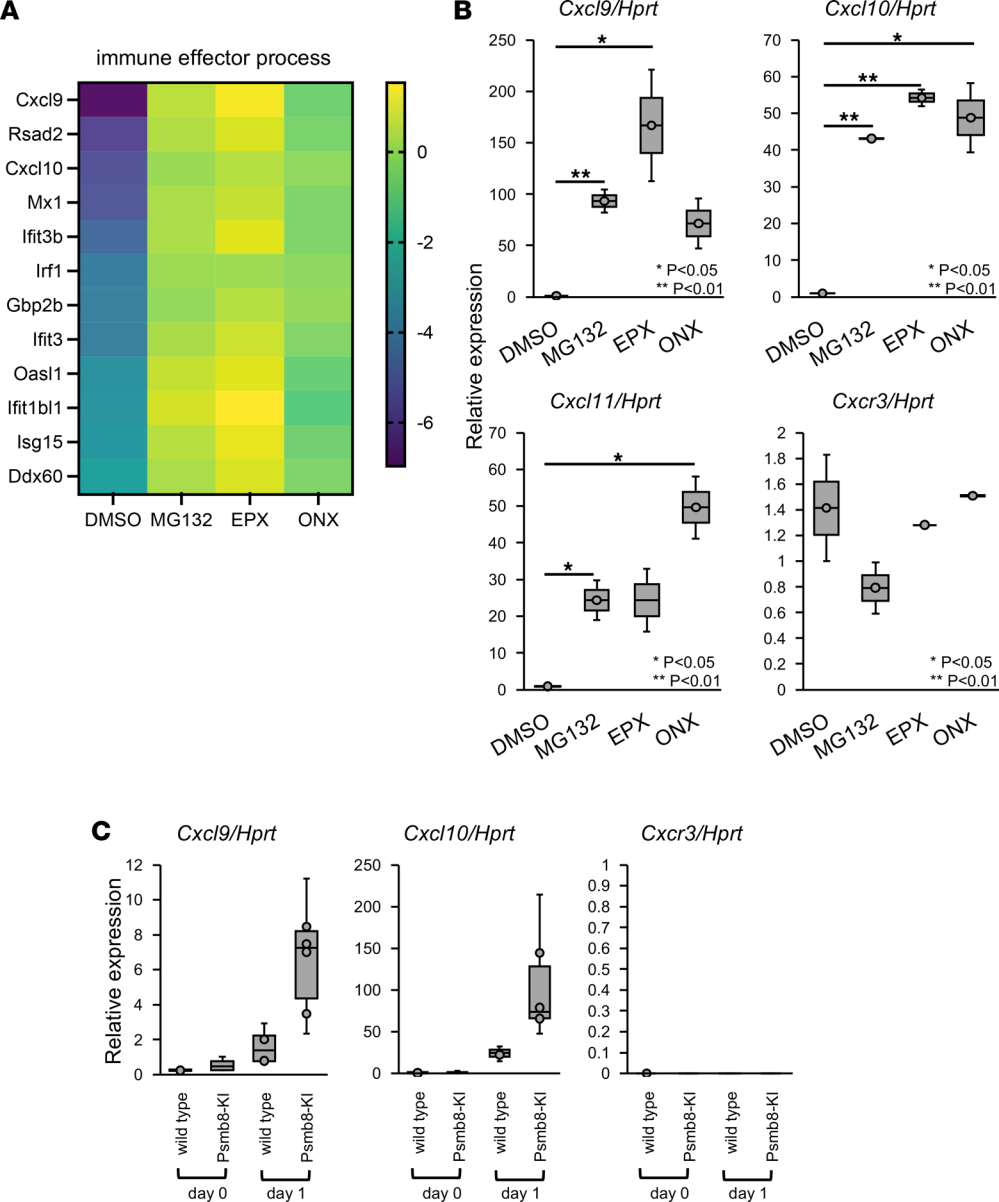
Increased expression of Cxcl9 and Cxcl10 induced by inhibiting proteasomes. (**A** and **B**) J774 cells were treated with MG132, epoxomicin, and ONX0914 for 4 hours, and gene expression was evaluated with DNA microarray and real-time PCR. Differences in each gene were classified by the color in **A**. Data represent the mean ± SD of technical triplicates. *P < 0.05; **P < 0.01 (1-way ANOVA). (**C**) The expression of genes in skins that were painted with imiquimod from WT and Psmb8-KI mice was measured by real-time PCR (WT, gray; Psmb8-KI, black). The data in this figure are representatives of 3 independent experiments.

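Figure 6A names 12 genes, of which 10 could be paired with a probe. *Mx1* and *Ddx60* were not analysed here. All 10 genes were at least 2-fold higher than DMSO with every inhibitor. Their log2 differences ranged from 2.51 to 7.99 with MG132 (median 4.08), from 2.80 to 8.91 with epoxomicin (median 4.55) and from 1.35 to 7.01 with ONX0914 (median 3.85). *Cxcl9* and *Ifit1bl1* were not well above background on the DMSO array, so their values within these ranges are bounds. *Rsad2* (NM_021384), measured on every array, was 68.6-fold higher with MG132, 101-fold higher with epoxomicin and 39.8-fold higher with ONX0914. *Ifit3b*, whose DMSO signal was 68.4, differed by 4.95, 5.59 and 4.13 in the same order, and normexp lowered these values to 2.48, 3.08 and 1.73. *Ifit1bl1* had the smallest bound with ONX0914, where its signal was 36.5, and with normexp its bound with epoxomicin was 0.0028. With MG132 and ONX0914, normexp left no increase that could be given for this gene. *Irf1* differed by 2.51 with MG132, 2.80 with epoxomicin and 2.63 with ONX0914. Epoxomicin gave a larger difference than MG132 for all 10 genes. ONX0914 gave the smallest difference of the inhibitors for 8 of them, with *Irf1* and *Gbp2b* (3.94 with MG132 and 4.04 with ONX0914) as the exceptions.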

**Figure 7:**
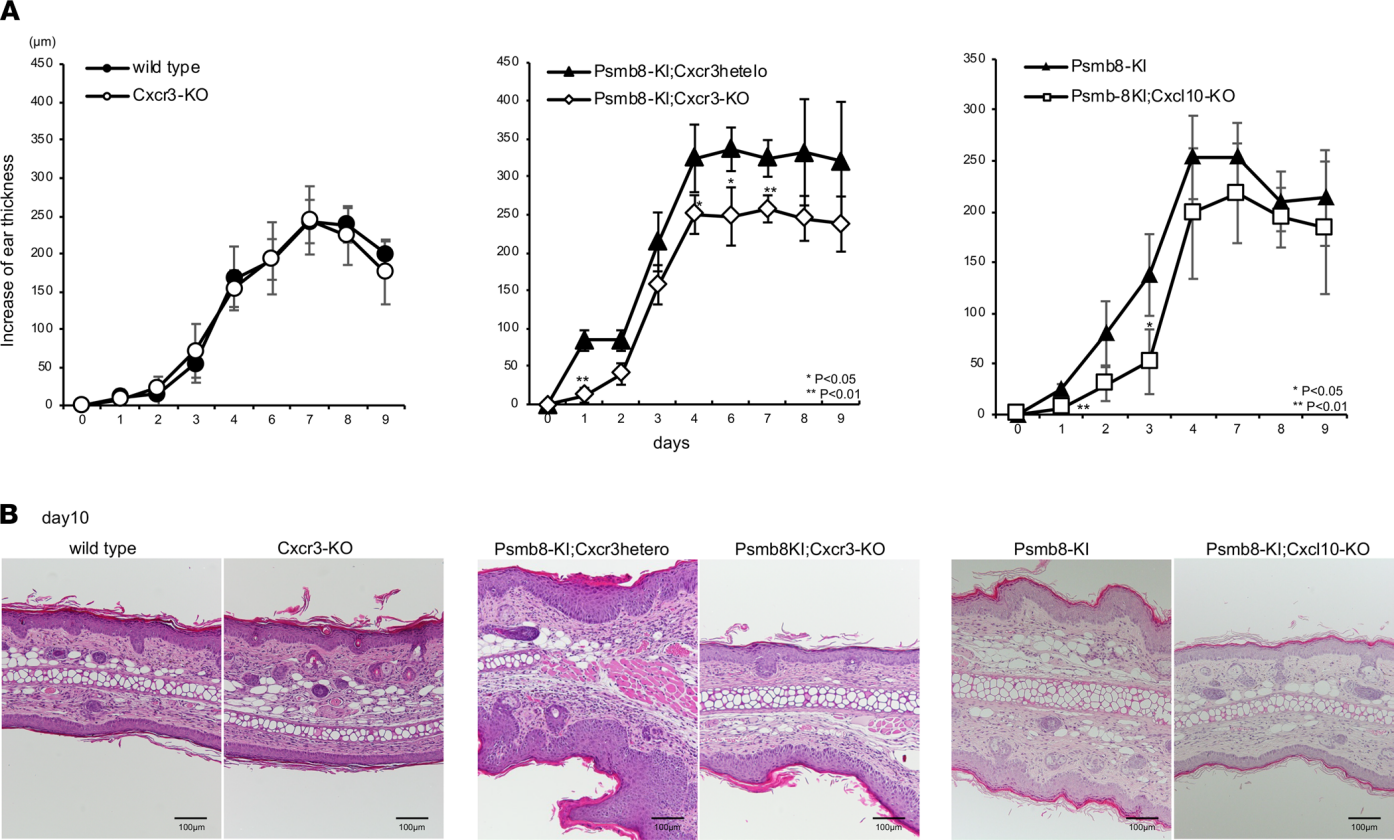
Deficiency in the Cxcr3 gene in Psmb8-KI mice decreased IMS. Imiquimod was applied to the ear skin of WT (open circle) and Cxcr3-deficient (closed circle) mice, Psmb8-KI (closed triangle) and Psmb8-KI;Cxcr3-KO (open square) mice, or Psmb8-KI (closed triangle) and Psmb8-KI;Cxcl10-KO (open square) mice. (**A** and **B**) Increased ear thickness (*n* = 5 in each group) and ear histology were tested. All groups used 12- to 15-week-old female mice. Data represent the mean ± SD of technical triplicates. *P < 0.05; **P < 0.01 (2-tailed unpaired *t* test). The data in this figure are representatives of 3 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

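RNA of J774 cells, a mouse monocyte-macrophage line, was measured on 4 single-color (Cy3) arrays, with 1 array each for DMSO, MG132, epoxomicin and ONX0914. All arrays lay on 1 slide. The treatment label of the ONX0914 array names another ONX compound, and the array was assigned after the paper. The Methods name a human design, and the headers of the scanner files describe a mouse design. Its probes were therefore named through the mouse RefSeq table of GRCm38.p6, and the genome coordinates in the files were not used.

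The authors deposited scanner output of Feature Extraction 10.7.1.1, with the intensity of each spot before and after background subtraction within the array, and with the software's 0 or 1 calls per spot. No scaling between arrays had been applied to these intensities. The authors also deposited a table of log2 values made with GeneSpring, each relative to the probe's median over the arrays. That table has 39483 entries and served as an alternative.

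The values reported rest on the processed intensity. Control spots were left out, as were spots marked as nonuniform or population outliers. The log2 of each signal was taken, the 75th percentile of its array was subtracted, and the 10 spots of 399 probes were averaged. Of 39429 probes, 26575 (67.4%) received the symbol of a gene through their transcript accession, which gave 20140 genes. A gene with several probes was represented by the one with the highest mean over the arrays. Of these genes, 14382 were well above background on at least 1 array and 12728 on all 4. A gene entered a comparison when it was well above background on at least 1 of the arrays compared, and a bound took the place of a signal not well above background. A gene was counted as higher or lower at a 2-fold difference (1 on the log2 scale).

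Genes named in the text follow a rule fixed before the data were examined, as were the gene lists, the comparisons and the alternatives, apart from those said to be chosen later. The rule takes every gene that the paper names for the J774 experiment, the interferon genes, *Psmb5*, *Psmb8*, *Psmb9*, *Psmb10*, *Il6*, *Il1b* and *Tnf*. It also takes the 5 genes with the largest increase and the 5 with the largest decrease, ranked by the smallest of the 3 differences, among genes measured on all arrays, and the members of a gene list where the list is reported. *Cxcl11*, *Mx1*, *Mx2*, *Ddx60* and *Hspa1b* had no probe that could be named this way and were not analysed here.

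The 10 lists hold interferon-stimulated genes of type I, genes induced by interferon-γ, integrated stress response genes, targets of Nrf2, of p53 and of NF-kB, heat-shock genes, constitutive proteasome genes, immunoproteasome genes and reference genes, and no gene is on more than 1 list. The median difference of a list was set against 10000 random lists of the same size, drawn from 10 bins of mean expression. The effect of the shared DMSO array was estimated in 100 simulations of unchanged arrays. Their spread was drawn from the difference between the MG132 and epoxomicin arrays, so it includes any real difference between these inhibitors.

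The alternatives were normexp background correction (offset 50), quantile normalization, a shift to the median, the 75th percentile over detected probes only, *Hprt* as the only scaling, no scaling, the authors' value table, the mean over a gene's probes, and the processed signal itself in place of bounds. For counts, a 4-fold threshold, 2 other filters on dim probes, and limma with one array against the remaining 3 (adjusted P threshold 0.05) were added. For interferon genes, 2 other detection calls were used, one of them the 95th percentile of the negative-control spots. For normexp, the median pixel brightness of a spot replaced the mean, which was not used here.

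With 1 array per condition, the only spread at hand was that between spots of one probe. The largest of the arrays' median SDs was 0.0615 on the log2 scale, and a difference was said to move under an alternative when it changed by at least 0.0870, which is that SD times the square root of 2. A count was said to move when it changed by more than 1.5 times.

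The calculations were tested on simulated data. Of 200 genes changed by a known fold, 197 (98.5%) were called in the right direction with all 3 inhibitors, and 71 unchanged genes of 20129 were called as well. The median signed error of a measured log2 difference was 0.016, which describes bias and not the size of single errors. All planted changes were larger than 2-fold and in genes with a mean well over the lowest detected signals. Recovery for dim genes such as *Cxcl9* was therefore not tested. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Real-time PCR and the mouse and human experiments of the paper were not analysed here.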

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

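The tests of array-wide scaling for *Il6*, of chance values of the shared DMSO array for the gene lists, and of transcripts present only in untreated cells were chosen only after the result was seen.

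Lists of genes that the paper does not discuss stood above DMSO on every inhibitor array. The integrated stress response list (15 of 16 genes with MG132 and epoxomicin, 14 with ONX0914) had a median log2 difference of 2.21 with MG132, 2.27 with epoxomicin and 1.93 with ONX0914. The Nrf2 target list (10 of 11 genes) had medians of 1.80, 1.46 and 1.34, and the p53 target list (8 of 10 genes) had medians of 1.97, 2.04 and 1.19. Not every p53 target rose: *Sesn1* fell by 1.90, 1.85 and 1.36. None of these genes is among those of Figure 6A. Chance values of the shared DMSO array are argued against, because random lists carry the same chance values and the lists lay at percentile 100 of them on every array. Whether the DMSO culture itself was atypical stays open with 1 such array, where the distance to the nearest inhibitor array, an SD of 0.4351, decides nothing. A response to the inhibitors may explain these lists, as a hypothesis that replicate cultures would have to test.

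*Il6*, which the paper discusses for human cells, was higher in the J774 cells by 3.98 with MG132, 4.05 with epoxomicin and 3.06 with ONX0914 on the log2 scale. Array-wide scaling is argued against: without any scaling, the reference genes fell by 0.2094 at most and *Il6* still rose by 3.79, 4.07 and 3.02. Its DMSO signal was faint (84.4), and normexp lowered the increases to 2.04, 2.10 and 1.22. An atypical DMSO array stays open here as well.

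*Gm4841*, *F830016B08Rik* and *Gm4951*, which the paper does not name, were among the 5 genes with the largest increases. *Gm4841* rose by 6.64 with MG132, 7.52 with epoxomicin and 5.93 with ONX0914, *F830016B08Rik* by 5.78, 6.44 and 4.59, and *Gm4951* by 4.67, 5.23 and 4.30. The RefSeq table gives them the synonyms Ifgga3, Ifgga4 and Ifgga2 and places them side by side on one chromosome. The DMSO signals of *Gm4841* (20.2) and *F830016B08Rik* (31.0) were close to the background, so the size of their increases depends on the background correction: normexp gave 2.93, 3.78 and 2.26 for *Gm4841* and 2.69, 3.31 and 1.57 for *F830016B08Rik*. For *Gm4951*, with a DMSO signal of 471, normexp gave 4.13, 4.71 and 3.76. Whether each probe also binds transcripts of its neighbors was not tested, and no biological explanation was tested.

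On the DMSO array, 145 probes were well above background there alone and at least 4-fold above the remaining arrays, with a median signal of 43.8. Transcripts present only in untreated cells are argued against as the cause of such probes as a set, because the inhibitor arrays held 120 with MG132, 114 with epoxomicin and 186 with ONX0914. Without the 4-fold requirement, more probes were well above background on the DMSO array alone (983) than on the MG132 (263), epoxomicin (350) or ONX0914 array alone (385), and the cause of that difference was not tested. A mark or gradient on part of the array surface may explain them. The spots lay closer together than random faint spots on every array, with a nearest-neighbor distance of 0.337 of the random distance for DMSO and at most 0.4039, and none of 1000 random draws was as close.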

How the results depend on the processing

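The counts with an inhibitor array standing alone, the gene's other probe, and normexp fitted without outlier-marked spots were tests chosen only after the result was seen.

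No called value changed sign under any alternative that gave a value for it. An increase known only as a bound was left out where an alternative put the DMSO bound above the inhibitor signal. Such a loss was not counted as a sign change. Normexp did this to *Ifit1bl1* with MG132 and ONX0914. Of the values for *Cxcl9*, *Cxcl10*, *Cxcr3*, the gene counts, the lists and the correlations, 214 stayed within the spread or within 1.5 times the count and 134 moved; these are given below. Of the values for other named genes, 485 stayed and 188 moved. Medians close to 0 (reference genes, immunoproteasome genes) took either sign. *Cxcl10* lay between 5.31 and 5.70 with MG132, 5.79 and 6.04 with epoxomicin, and 5.27 and 5.36 with ONX0914 under the alternatives set in advance, and at 5.26 with ONX0914 under the normexp fit chosen later. Unless said otherwise, values are in the order MG132, epoxomicin, ONX0914, and the cause of a move was not tested.

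With normexp, *Cxcl9* was at least 3.90, 4.80 and 2.97. Higher and lower genes numbered 469 and 2557 (15.5% higher, against 66.3% with 998 and 507), 572 and 3015 (15.9%, against 65.9% with 1177 and 610) and 192 and 2712 (6.61%, against 70.0% with 451 and 193). With all 3 inhibitors, 184 were higher and 2059 lower (8.20%, against 67.0% with 272 and 134). List medians moved with MG132 to 0.37 (constitutive proteasome), 0.89 (heat shock), 2.63 (interferon-γ), 0.030 (immunoproteasome), 2.31 (integrated stress response) and 0.10 (reference). With epoxomicin they moved to 0.35 (constitutive proteasome), 2.96 (interferon-γ), 0.026 (immunoproteasome), 2.40 (integrated stress response), 0.37 (NF-kB), 1.84 (p53) and 0.023 (reference). With ONX0914 they moved to 0.55 (constitutive proteasome), 2.32 (interferon-γ), 0.24 (immunoproteasome) and 0.14 (reference). The lower counts depend on spots that the software marked as outliers. On the DMSO array the fitted background mean was −260.944 with the 253 such spots, control spots included, and −29.1624 without them. One of them had a local background of 4360.5 and a signal of 64, but its share alone was not tested. Without outlier-marked spots, *Cxcl9* was at least 5.53, 6.43 and 4.59, *Cxcr3* −0.83 with MG132 and −1.11 with ONX0914. The counts were then 592 and 287, 699 and 378, 214 and 74, and with all 3 inhibitors 192 and 51 (79.0% higher).

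With *Hprt* as the only scaling, *Cxcl9* was at least 8.20 with MG132 and 9.08 with epoxomicin, *Cxcl10* 5.70 and 6.04, and *Cxcr3* −0.75 and −0.66. Higher and lower genes were 1412 and 288 with MG132 (83.1% higher) and 1528 and 382 with epoxomicin (80.0%). List medians with MG132 and epoxomicin were 0.45 and 0.38 (constitutive proteasome), 0.96 and 1.34 (heat shock), 3.37 and 3.68 (interferon-γ), 0.10 and 0.049 (immunoproteasome), 2.41 and 2.43 (integrated stress response), 0.79 and 0.69 (NF-kB), 2.01 and 1.62 (Nrf2), 2.17 and 2.20 (p53), 0.18 and 0.038 (reference), and 2.51 and 2.77 (type I).

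With a shift to the median, MG132 gave at least 7.89 for *Cxcl9*, 5.39 for *Cxcl10* and −1.05 for *Cxcr3*, with 840 genes higher and 694 lower (54.8%). With no scaling, MG132 gave at least 7.81, 5.31 and −1.14, with 740 higher and 903 lower (45.0%). With the authors' value table, *Cxcl9* was 8.86, 9.78 and 7.89, and genes higher and lower were 520 and 359 with ONX0914 (59.2%) and 274 and 207 with all 3 inhibitors (57.0%). With the processed signal itself, *Cxcl9* was 8.89, 9.81 and 7.91, and 347 genes were lower with ONX0914. The last 2 settings use no bound for dim signals.

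With the mean over a gene's probes, *Cxcl9* was at least 7.55, 8.44 and 6.53. List medians moved to 0.87 with MG132 and 0.51 with ONX0914 (heat shock), 1.83 with MG132 and 1.81 with epoxomicin (p53), and 2.49 with epoxomicin and 1.36 with ONX0914 (type I). The gene's other probe gave at least 7.11, 7.96 and 6.05 for *Cxcl9*. Without the genes of Figure 6A, the type I list had medians of 2.11, 2.30 and 1.26, and the interferon-γ list moved to 3.06 with MG132 and 3.37 with epoxomicin; by construction these lists lost strongly raised genes.

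With a 4-fold threshold, 270 and 48, 337 and 60, and 114 and 20 genes were higher and lower, and with all 3 inhibitors 72 and 17, as a stricter threshold must lower counts. Counting only probes well above background on both arrays gave 296 and 110 with ONX0914 and 252 and 67 with all 3 (on all 4 arrays). Without a filter on dim probes, 916 genes were lower with MG132 and 1025 with epoxomicin, 891 were higher and 630 lower with ONX0914, and with all 3 inhibitors 358 were higher and 296 lower.

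In limma, with the DMSO array alone against the inhibitor arrays, treated as replicates of one group, 9 genes were higher and 13 lower. With the MG132, epoxomicin or ONX0914 array alone, 0 were higher and 0 lower. At the 2-fold threshold, the count with an inhibitor array standing alone was 1 higher and 59 lower on the remaining arrays for MG132, 9 and 86 for epoxomicin, and 6 and 83 for ONX0914. In simulated unchanged arrays the correlations between inhibitors were 0.576, 0.575 and 0.575. The Spearman correlation between epoxomicin and ONX0914 was 0.688, against a Pearson correlation of 0.776.

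No paired analysis was possible because the groups share only replicate number 1, with 1 array per condition. Alternatives for *Cxcl11* were not run, since it had no named probe. The mean pixel brightness planned for normexp was replaced by the median. Signal over background limits the size of differences for genes that are dim on the DMSO array: for *Cxcl9*, only bounds can be given, and their size follows the background correction.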

Differences from the paper's values

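The gene's other probe and normexp fitted without outlier-marked spots were tests chosen only after the result was seen. The paper's values in Figure 6B are from real-time PCR with technical triplicates, and those given beside them are array folds, both relative to DMSO.

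For *Cxcl9* with MG132, the paper shows about 93 in Fig. 6B, read by eye, and the arrays give at least 255-fold. With epoxomicin the paper shows about 170 in Fig. 6B, read by eye, and the arrays give at least 482-fold. With ONX0914 the paper shows about 71 in Fig. 6B, read by eye, and the arrays give at least 129-fold. Among the alternatives fixed before the data were examined, normexp does not exceed the paper's folds by more than 1.5 times (at least 15.0-fold, 27.9-fold and 7.82-fold), nor does the mean over a gene's probes for ONX0914 (at least 92.4-fold). Quantile normalization, the shift to the median, the 75th percentile over detected probes, *Hprt* scaling, no scaling, the authors' value table and the processed signal itself do so for every inhibitor, as does the mean over probes for MG132 and epoxomicin. The gene's other probe (at least 139-fold, 249-fold and 66.1-fold) and normexp fitted without outlier-marked spots (at least 46.1-fold, 85.9-fold and 24.1-fold), each chosen after seeing the values, do not.

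For *Cxcr3* with epoxomicin, the paper shows about 0.93 in Fig. 6B, read by eye, and the arrays give 0.566. *Hprt* scaling (0.635) is the only alternative that comes within 1.5 times. With ONX0914 the paper shows about 1.1 in Fig. 6B, read by eye, and the arrays give 0.428, with every alternative also more than 1.5 times away.

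Rankings differ as well. In Fig. 6B *Cxcl10* is higher with ONX0914 than with MG132, whereas the arrays give 40.3-fold with ONX0914 and 45.1-fold with MG132. *Cxcr3* is highest with ONX0914 in Fig. 6B and lowest with it on the arrays, where it fell by 1.23 on the log2 scale. Fig. 6A places *Irf1* between *Ifit3b* and *Gbp2b*. The brightest *Irf1* probe has −2.54 on the DMSO array in the authors' value table, closer to 0 than *Ifit3b* (−4.52) and *Gbp2b* (−3.97), while its other probe, looked at after seeing the values, has −4.03 there. That value rests on a DMSO signal of 5.77 for *Irf1* that was not well above background, so it is not a measured level.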

Other observations

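The tests of array-wide scaling for interferon-stimulated genes, of interferon transcripts too faint or gone, of faint spots among the lower genes, and of a weaker ONX0914 response for heat-shock genes were chosen only after the result was seen.

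*Cxcl9* and *Cxcl10* stood above DMSO on all 3 inhibitor arrays. Array-wide scaling is argued against as the cause, since the reference genes differed by −0.2094 at most without any scaling. The paper's real-time PCR also shows both genes above DMSO with every inhibitor, which an error of the DMSO array alone would not produce. The legend of Figure 6 describes its data as representative of 3 independent experiments, and values of the repeats were not analysed here. On the arrays alone, an atypical DMSO array cannot be told apart from an effect of the inhibitors, because there is 1 DMSO array, whose smallest distance to an inhibitor array was an SD of 0.4351.

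Of the type I list, 31 of 34 genes were used, with medians of 2.31 with MG132, 2.60 with epoxomicin and 1.49 with ONX0914, and the 19 interferon-γ genes had medians of 3.17, 3.52 and 2.83. All of these lay at percentile 100 of random lists. The type I list shares 8 genes with Figure 6A and the interferon-γ list 4. Without scaling, the medians were 2.13, 2.62 and 1.45 for type I and 2.98, 3.54 and 2.80 for interferon-γ, against at most −0.2094 for the reference genes, which argues against array-wide scaling. Interferon transcripts induced at 4 hours among the interferon genes measured are argued against, with 0 such genes at least 2-fold higher with all 3 inhibitors. Interferon transcripts too faint for the arrays, or induced and gone before 4 hours, stay open: 5 interferon genes were well above background on no array, and 1 time point was measured. General activation through NF-kB stays open as a contribution, but transcripts of its targets cannot show what raised them. The NF-kB target list (18 of 20 genes) had medians of 0.59, 0.52 and 0.27, at percentile 99.92 or above on every array. Not all its members moved together: 14, 13 and 13 genes were higher, and *Tnf* fell by 1.11, 1.37 and 0.35. An effect of the inhibitors stays open, untested against replicates.

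*Il1b* differed by 1.42 with MG132, 2.07 with epoxomicin and −0.05 with ONX0914, where the value was negative under every alternative (−0.63 to −0.02). The paper discusses *IL1B* for human cells.

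The heat-shock list (16 of 18 genes) had medians of 0.75 with MG132, 1.17 with epoxomicin and 0.37 with ONX0914, the last at percentile 99.97. The genes were not the same for every inhibitor. *Hspa1a* (at least 3.54 and 3.77) had a value with MG132 and epoxomicin only, and *Hspb8* (at least 1.14) with ONX0914 only. A response to ONX0914 that was weaker for most genes may explain the lower median: the list's difference between ONX0914 and MG132 lay at percentile 18.37 of random lists matched on the MG132 difference. That test used 15 genes and left out *Hspa1a*, which was not well above background with ONX0914. Its absence favors this explanation. Lists differed in how far they were weakened. By the same measure, the interferon-γ list lay at percentile 100, the integrated stress response list at 99.9 and the Nrf2 list at 99.2, so these were weaker with ONX0914 than with MG132 but less so than matched random lists. The constitutive proteasome list, at percentile 100, was not weaker with ONX0914. The constitutive proteasome list (31 genes) had medians of 0.24, 0.21 and 0.40, at percentiles 99.89, 99.86 and 100. The immunoproteasome list (5 genes) had medians of −0.11, −0.12 and 0.09, and the first 2 turned positive with normexp and *Hprt* scaling. *Psmb5* differed by 0.07 with MG132 (−0.11 to 0.28 over the alternatives), −0.01 with epoxomicin (−0.09 to 0.16) and 0.16 with ONX0914. *Psmb8* differed by −0.16 (−0.35 to 0.04), −0.12 (−0.19 to 0.05) and 0.09, *Psmb9* by 0.31, 0.33 and 0.17, and *Psmb10* by −0.11 (−0.29 to 0.10), −0.18 and 0.09.

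The largest decreases on all arrays were those of *Dusp7* (−2.71, −2.82 and −1.98), *Muc13* (−1.90, −2.11 and −1.97), *Ltb* (−2.17, −2.76 and −1.81), *Cx3cr1* (−2.56, −2.61 and −1.71) and *C130050O18Rik* (−2.27, −2.38 and −1.70). Of the 134 genes lower with all 3 inhibitors, 56 were well above background on the DMSO array alone. Faint spots of that array may explain these, since each inhibitor array standing alone gave at least 41 such genes. For the 67 lower genes measured on all 4 arrays, faint spots are argued against, since an inhibitor array standing alone gave at most 11.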
